A study of Mus musculus with 12 samples. Its data were reported in "BMAL1 modulates senescence programming via AP-1" (2023).

How the data were processed

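BMAL1-ChIP-seq was performed on primary MAFs, fibroblasts grown from adult mouse tissue. Control and senescent (X-ray irradiated, 20 Gy) cells were synchronized with 100 nM dexamethasone and collected 12 hours afterwards, with 3 replicates of each group and a matching input library for each. Proteins were cross-linked to DNA for 10 min in 1% formaldehyde, and chromatin was sonicated and precipitated with an antibody against BMAL1. Sequencing adapters were inserted on the beads by Tn5 transposase (tagmentation-assisted fragmentation ChIP). Groups and replicate numbers were taken from the sample titles. Per the file headers, all 6 lists came from the same sequencing lane, so no sequencing batch could be set against the groups.

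The authors mapped paired reads to the mouse genome (mm10) with the Burrows-Wheeler Aligner, kept read pairs with at least 1 uniquely mapped end, removed duplicates with Picard MarkDuplicates, and called peaks with MACS2 within the HiChIP pipeline at an FDR of 1% or less. Peaks were called for each library separately and replicates were not pooled, so each list is a replicate of its own. Neither the MACS2 version nor whether the input served as its control is stated. The score the authors deposited for each peak was read as the −log10 of its q-value. This unit was inferred from the values, because the smallest score of every list lay just above 2 (2.02 to 2.12), which is an FDR of 1%, and 0 peaks lay below it. Such a score grows with the depth and background of its own library and is not normalized between libraries. It was therefore used only to rank and filter peaks within a list, where tied scores share a mean rank. The lists hold no peak summits, and the centre of the peak was used in their place. Depth, the share of reads in peaks and the height of a peak could not be computed from peak lists, and the read-based comparison that the study made with DiffBind was not repeated here. A longer list can come from a deeper or better enriched library as well as from more binding. The input libraries and the RNA-seq of the study were not analysed here.

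Peaks of the 6 libraries were merged into regions where they overlapped by at least 1 bp. Region sets were defined by occupancy: called in at least 2 of 3 libraries of one group and 0 of 3 of the other, or called in all 6. The Jaccard index of a pair of libraries was computed over merged regions. Motifs were searched as exact patterns on both strands of the GRCm38 sequence within 100 bp of the centre of each peak, or of the best-ranked peak of a region, with windows of the same 200 bp placed 2000 bp to each side as background. The panel held 14 patterns: CACGTG (E-box), TGASTCA (AP-1), rearranged forms of both with the same bases (ACCGGT, GTASTAC and ATGSCAT), and motifs of CTCF, TEAD, RUNX, ETS, NF-Y, CRE, the E-box CAGCTG, the glucocorticoid receptor and NFI. Exact patterns leave out weaker variants of a site, so the shares are not comparable with those from position weight matrices. Start sites, exons and introns came from the protein-coding transcripts of the GENCODE basic annotation of GRCm38, release M21. A peak was assigned to the gene with the nearest start site and called a promoter peak when its centre lay within 1000 bp of one. Chromosome names of the peak lists matched the reference, and 0 peaks ran past the end of a chromosome. Near-identical nuclear copies of the mitochondrial genome were found with BLAST, at 99% identity or more over at least 100 bp.

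Values per library were compared with an exact two-sided permutation test of the difference between group means over all 20 arrangements, for which the smallest possible p is 0.1. Counts of regions and the Jaccard difference were set against all 10 splits of the 6 libraries into 3 and 3. Motif and promoter content of region sets was compared with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 24 tests. Median ranks of regions with an AP-1 motif and of regions with an E-box were compared with a two-sided permutation test of 100000 resamples over regions. Shares are given with 95% Wilson intervals, which cover counting error only. Genes and regions named in the text were chosen by a rule written before the data were examined: 14 core clock and clock output genes, 12 genes that the study names as gaining or losing binding, and the 5 regions of best mean within-library rank among senescent-only regions, among control-only regions and among regions called in all 6 libraries.

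Alternatives tried were a stricter score threshold (the peaks above the median score of each list), equal peak numbers (the 2794 best-scoring peaks of every list), leaving out each library in turn, pairing libraries of the same replicate number, an overlap of at least 50% of the shorter peak, autosomes and X only, regions called in 3 of 3 libraries, motifs within 50 bp or anywhere in the peak, shares minus the background, a promoter distance of 3000 bp, and bases covered in place of peak number. Alternatives for the named genes (equal peak numbers, and peaks in the gene or up to 10000 bp upstream) and for RUNX, and the restriction of region tests to distal regions, were added after the data were seen. The region and motif steps were tested on simulated data for 6 libraries with 1900 planted regions, of which 1900 were recovered, with motif shares within 0.4 percentage points of those planted. Of 1000 random divisions of the pooled group-specific regions, 4.9% had a Fisher p under 0.05. Random division is the null case that the test itself assumes, so this rate was fixed in advance. It does not show how the test behaves when libraries differ. Simulated peaks of single libraries never overlapped by chance, so the simulation does not test for chance overlaps. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1, BLAST 2.17.0 and matplotlib 3.10.9.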

Results

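To examine where BMAL1 was bound in senescence, BMAL1-ChIP-seq was compared between control and senescent primary mouse adult fibroblasts (MAFs). BMAL1 is the DNA-binding partner of CLOCK in the circadian clock, and the pair binds the canonical E-box CACGTG. Senescence was induced with 20 Gy of X-rays, and the control cells underwent a mock irradiation. Both were synchronized with 100 nM dexamethasone, which sets the clocks of cultured cells to a common phase, and were collected 12 hours later. The paper reports a longer period of Bmal1 expression in senescent cells, so the groups may have differed in phase at collection. The series held 12 libraries, of which 6 were BMAL1-ChIP-seq libraries (n = 3 control and n = 3 senescent) and 6 were input libraries. The 6 input libraries were not analysed here. Each BMAL1-ChIP-seq library came with its own list of peaks, called by the authors at a false discovery rate (FDR) of 1% or less. The lists gave a position and a score for each peak and no reads, so the depth of each library is unknown. A peak missing from a list was therefore a peak not called, which does not show that BMAL1 was absent there.

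The 6 lists held 35822 peaks on mm10 (GRCm38). Control replicates 1, 2 and 3 had 2794, 3349 and 10601 peaks, and senescent replicates 1, 2 and 3 had 4220, 9805 and 5053 peaks. The longest list was 3.79 times the length of the shortest. The mean was 5581 ± 4356 peaks (SD, n = 3) in control libraries and 6359 ± 3013 peaks (SD, n = 3) in senescent libraries. This difference was smaller than the spread between replicates (exact two-sided permutation test, p = 0.6, n = 3 per group). With 3 libraries per group there were 20 arrangements of the labels, so no test of a value per library could give a p below 0.1, which is reached when the groups do not overlap. The direction of the difference in peak number rested on single libraries. It was 778 more peaks in senescent libraries with all replicates, 3288 more without control replicate 3, and -945 without senescent replicate 2, when control libraries had more.

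**Figure D1:**
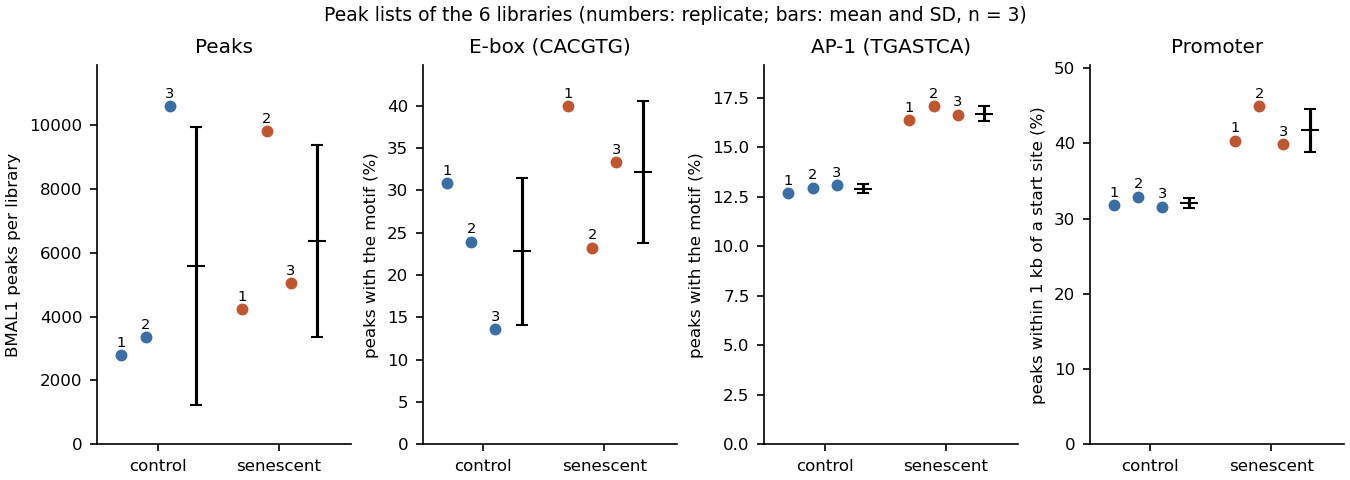
Number of BMAL1 peaks per library, and percent of peaks with the E-box, with the AP-1 motif or within 1 kb of a transcription start site, for the 3 control (blue) and 3 senescent (orange) libraries. Points are libraries numbered by replicate, black bars are the mean and SD, and the groups do not overlap for AP-1 (12.7% to 13.1% against 16.4% to 17.1%) or promoters.

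To compare the libraries by position, peaks of all libraries were merged where they overlapped by at least 1 bp, which gave 16818 regions. Similarity of a pair of libraries was measured by the Jaccard index, the regions called in both divided by the regions called in either. The Jaccard index averaged 0.349 (range 0.216 to 0.485) over the 6 pairs within a group and 0.245 (range 0.175 to 0.290) over the 9 pairs between groups. The difference of 0.103 was the largest among the 10 ways of splitting the 6 libraries into 3 and 3. It was 0.158 without control replicate 3, the alternative that moved it most. With all peaks the ranges overlapped, since control replicate 3 shared more with senescent replicate 2 (0.275) than with control replicate 1 (0.216) or control replicate 2 (0.252). When the 2794 best-scoring peaks of each library were used, so that all lists were equally long, the ranges separated. Pairs within a group then had a Jaccard index of 0.455 on average (range 0.394 to 0.528), and pairs between groups had 0.298 (range 0.279 to 0.319).

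**Figure D2:**
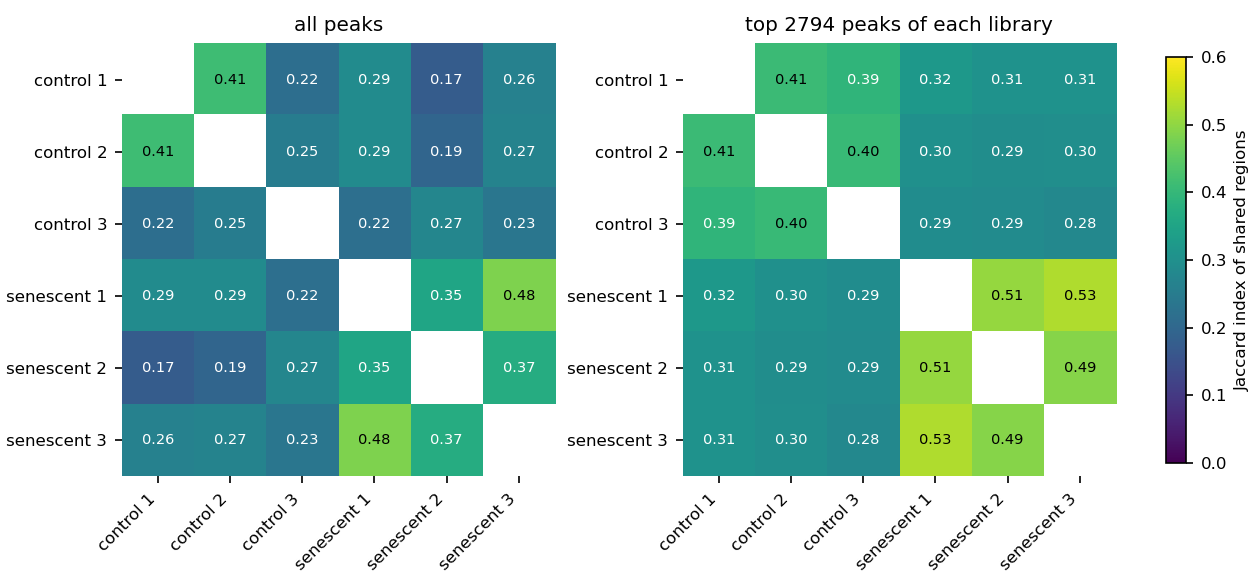
Jaccard index of the regions shared by each pair of libraries, for all peaks (left) and for the 2794 best-scoring peaks of each library (right), on a colour scale from 0 to 0.6. At equal peak numbers every pair within a group (0.394 to 0.528) exceeded every pair between groups (0.279 to 0.319).

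Most regions were not shared. Of the 16818 regions, 9366 (55.7%) were called in 1 library and 1106 (6.58%) in all 6. Regions called in at least 2 libraries of one group and in none of the other were taken as group-specific. There were 1588 senescent-only regions and 986 control-only regions, of which 628 and 265 were called in all 3 libraries of their group. Neither count exceeded what other groupings of the libraries gave. In 3 of the 10 splits, the real one included, one side had at least 1588 regions of its own, and in 5 of the 10 splits one side had at least 986. Leaving out a library lowers the count of its own group and raises the other by construction, since the rule of 2 libraries stayed the same. The size of the change differed between libraries. Without control replicate 3 there were 2653 senescent-only and 293 control-only regions, whereas without senescent replicate 2 there were 724 senescent-only and 1328 control-only regions. Without control replicate 2 there were 526 control-only regions. Control-only regions were also the larger set without senescent replicate 3 (1055 against 975). With lists of equal length there were 832 senescent-only and 750 control-only regions, and no other split had as many on either side.

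The study asked which sequence motifs marked BMAL1 binding in senescence, naming the E-box and TGASTCA (S is C or G), the site of the AP-1 transcription factor. The E-box lay within 100 bp of the peak centre in 30.8% (95% Wilson interval 29.1% to 32.6%), 23.9% (22.5% to 25.4%) and 13.6% (13.0% to 14.3%) of the peaks of control replicates 1, 2 and 3. In senescent replicates 1, 2 and 3 the share was 39.98% (38.5% to 41.5%), 23.2% (22.4% to 24.1%) and 33.3% (32.001% to 34.6%). These intervals cover counting error only. The mean share was 22.8% ± 8.67 (SD, n = 3) in control and 32.2% ± 8.43 (SD, n = 3) in senescent libraries, a difference of 9.39 percentage points that did not exceed the spread between replicates (exact two-sided permutation test, p = 0.3). The background, measured in windows of the same size 2000 bp to each side of the peak, was 2.31% ± 0.072 (SD, n = 3) in control and 2.45% ± 0.12 (SD, n = 3) in senescent libraries. The E-box share fell with rank in every library over the 2794 ranks common to all, and in each group the library with the longest list had the lowest share. The alternative that moved the difference most was the use of equal peak numbers, where the share was 26.8% ± 3.55 (SD, n = 3) in control and 42.9% ± 3.65 (SD, n = 3) in senescent libraries. The groups then did not overlap, with the smallest p that 3 against 3 allows (exact two-sided permutation test, p = 0.1).

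The AP-1 motif was less frequent than the E-box but varied less between replicates. It lay within 100 bp of the peak centre in 12.7% (95% Wilson interval 11.5% to 13.95%), 13.0% (11.9% to 14.1%) and 13.1% (12.5% to 13.7%) of the peaks of control replicates 1, 2 and 3. In senescent replicates 1, 2 and 3 it was found in 16.4% (15.3% to 17.5%), 17.1% (16.4% to 17.8%) and 16.6% (15.6% to 17.7%) of peaks. The mean share was 12.9% ± 0.22 (SD, n = 3) in control and 16.7% ± 0.37 (SD, n = 3) in senescent libraries, with no overlap between the groups (exact two-sided permutation test, p = 0.1, the smallest possible). The difference was 3.79 percentage points. It was 5.21 points when the motif was counted anywhere in the peak, the alternative that moved it most, and 2.88 points at equal peak numbers. The background was 3.33% ± 0.0999 (SD, n = 3) and 3.46% ± 0.13 (SD, n = 3), so that the motif was 3.88 times as frequent in control peaks and 4.83 times as frequent in senescent peaks as in their surroundings.

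The E-box and AP-1 followed the rank of a peak differently. Among the 500 best-scoring peaks of each library the E-box share was 46.1% ± 4.39 (SD, n = 3) in control and 59.1% ± 1.22 (SD, n = 3) in senescent libraries, and among peaks ranked 2001 to 2794 it was 16.8% ± 2.48 and 31.99% ± 4.29 (SD, n = 3). The AP-1 share was 9.13% ± 1.33 in control and 12.1% ± 1.62 in senescent libraries (SD, n = 3) among the best 500 peaks, where the groups overlapped (exact two-sided permutation test, p = 0.2). It was 11.9% ± 0.99 and 13.3% ± 1.70 (SD, n = 3) among peaks ranked 501 to 1000 and 13.6% ± 1.15 and 15.5% ± 0.74 (SD, n = 3) among those ranked 1001 to 2000, and neither range of ranks separated the groups (exact two-sided permutation tests, p = 0.3 and p = 0.2). Among peaks ranked 2001 to 2794, the only one of the 4 ranges without overlap for AP-1, it was 12.9% ± 1.27 and 17.9% ± 1.03 (SD, n = 3; exact two-sided permutation test, p = 0.1). The median rank of peaks with an E-box lay between 29.2% and 38.0% of the list in the 6 libraries, counted from the best score. For peaks with an AP-1 motif it lay between 51.3% and 60.3%, close to the 52.8% to 57.3% of peaks with neither motif.

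**Figure D3:**
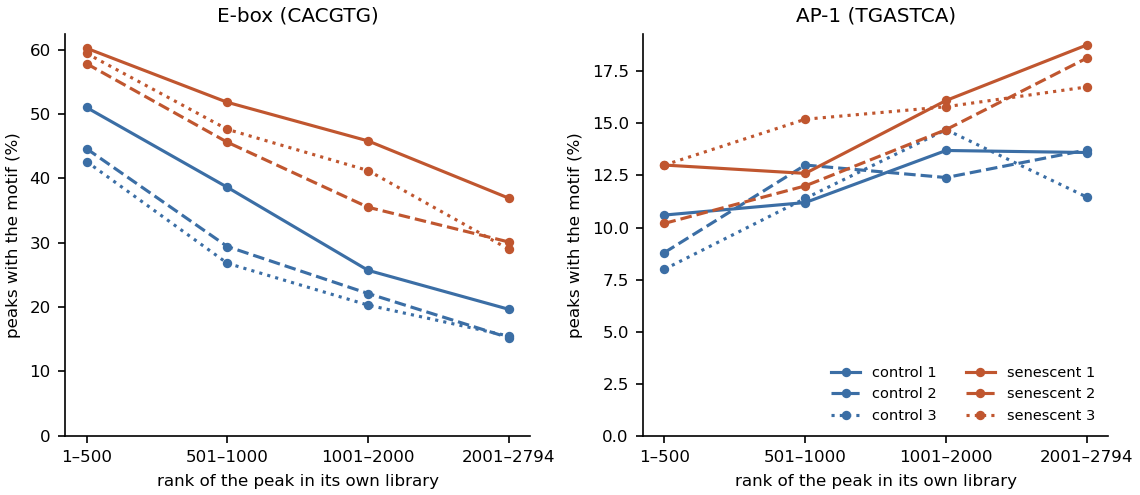
Percent of peaks with the E-box (left) and the AP-1 motif (right) by the rank of the peak in its own library, for the 3 control (blue) and 3 senescent (orange) libraries, over the 2794 ranks that every library has. Each line is a library; the E-box share fell with rank in all 6 libraries, while the AP-1 share separated the groups in peaks ranked 2001 to 2794 (11.5% to 13.7% in control and 16.8% to 18.8% in senescent libraries) and in none of the 3 better-ranked ranges.

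A panel of 14 motifs, among them rearranged forms of the E-box and AP-1 motifs, was scanned in the same windows. None passed correction over the panel, where the smallest adjusted p was 0.156 (Benjamini-Hochberg, exact permutation tests, n = 3 per group). At the smallest raw p of 0.1, which is complete separation of the groups, chance alone gives 10% of motifs. Here 9 of the 14 motifs reached it, among them all 3 rearranged forms, so separation at this p does not set a motif apart, and the sizes of the differences have to be compared. The rearranged E-box was 0.438 percentage points higher in senescent libraries, and the rearranged AP-1 motifs differed by -0.215 and -0.360 points. The RUNX motif (TGTGGTTW, W is A or T) was singled out after its values were seen. It was found in 5.48% ± 0.12 (SD, n = 3) of control and 3.27% ± 0.22 (SD, n = 3) of senescent peaks, lower in 3 of 3 senescent libraries than in every control library (exact two-sided permutation test, p = 0.1, adjusted p = 0.156), over a background of 2.08% in both groups. The difference was -2.60 percentage points at equal peak numbers, an alternative chosen after the data were seen. NF-Y (CCAATSR), frequent at promoters, was found in 15.9% ± 1.47 of control and 15.4% ± 0.57 of senescent peaks (SD, n = 3; exact two-sided permutation test, p = 0.7).

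Motifs were then compared between the region sets. Regions are not replicates, so Fisher's exact tests (two-sided, 24 in the family, Benjamini-Hochberg adjustment) describe these sets of regions and not the spread between cells. The AP-1 motif was found in 364 of 1588 senescent-only regions (22.9%, 95% Wilson interval 20.9% to 25.1%) and in 144 of 986 control-only regions (14.6%, 12.5% to 16.9%). The odds ratio was 1.74 (Fisher's exact test, p = 1.9e-07, adjusted p = 3.8e-07). Among regions called in all 3 libraries of one group and none of the other, the alternative that moved it most, the odds ratio was 2.32 (Fisher's exact test, p = 1.8e-05, adjusted p = 3.4e-05). Regions called in all 6 libraries had the motif in 10.3% (8.65% to 12.2%), less than either specific set. Regions called in 1 library only had it in 21.2% where that library was senescent and in 13.3% where it was control. The difference was therefore not confined to regions called in several libraries. The E-box was found in 600 senescent-only regions (37.8%, 35.4% to 40.2%) and 79 control-only regions (8.01%, 6.48% to 9.87%), with an odds ratio of 6.97 (Fisher's exact test, p = 4.2e-70, adjusted p = 3.4e-69). Without control replicate 3 the odds ratio was 3.57. Regions called in all 6 libraries had an E-box in 44.6% (41.7% to 47.5%). RUNX went the other way, with 3.09% (2.34% to 4.06%) of senescent-only and 10.6% (8.87% to 12.7%) of control-only regions (odds ratio 0.267, Fisher's exact test, p = 1.7e-14, adjusted p = 5.0e-14). NF-Y did not differ (11.9% and 11.7%, Fisher's exact test, p = 0.90, adjusted p = 0.91). The E-box and AP-1 were seldom found together, with both motifs in 103 senescent-only regions (6.49%) and neither in 45.8%. Neither motif was found in 78.0% of control-only regions.

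**Figure D4:**
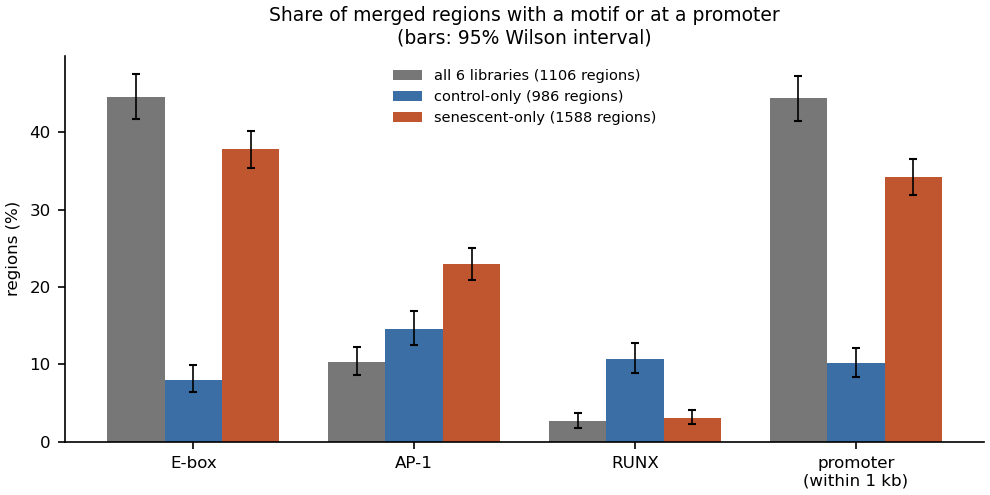
Percent of merged regions with the E-box, AP-1 or RUNX motif within 100 bp of the centre, or with the centre within 1 kb of a transcription start site, for regions called in all 6 libraries (grey), control-only regions (blue) and senescent-only regions (orange). Error bars are 95% Wilson intervals; the AP-1 motif was found in 10.3%, 14.6% and 22.9% of the sets and the E-box in 44.6%, 8.01% and 37.8%.

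Peaks of senescent libraries lay more often at promoters. The peak centre was within 1000 bp of a protein-coding transcription start site in 32.1% ± 0.70 (SD, n = 3) of control peaks and 41.7% ± 2.83 (SD, n = 3) of senescent peaks, with no overlap between the groups (exact two-sided permutation test, p = 0.1, the smallest possible). The difference was 9.65 percentage points, and 8.02 without senescent replicate 2, the alternative that moved it furthest from this value. Of the senescent-only regions 34.2% (95% Wilson interval 31.9% to 36.6%) were at promoters, against 10.1% (8.41% to 12.2%) of control-only regions (odds ratio 4.60, Fisher's exact test, p = 1.1e-46, adjusted p = 6.8e-46). AP-1 motifs were rare at promoters in every library (3.52% to 5.16% of promoter peaks) and were found in 16.9% to 17.5% of the other peaks of control and 24.3% to 26.9% of those of senescent libraries.

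The strongest regions were common to both groups. Ranked by the authors' score within each library, the 5 regions with the best mean rank among those called in all 6 libraries were all at clock genes. The region at Ciart spanned chromosome 3, 95881089 to 95883729 (GRCm38), with its best peak centred in intergenic sequence 158 bp upstream of the start site, and ranked 1 or 2 in every library. It held 4 E-boxes. The pair closest together lay at 95882267 to 95882272 and at 95882281 to 95882286, and the sequence around the earlier one was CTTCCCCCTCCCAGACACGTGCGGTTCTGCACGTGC (95882252 to 95882287). The region at Per1 (chromosome 11, 69094065 to 69100376) held 5 E-boxes, none within 100 bp of the centre of its best peak, which lay in an intron 864 bp downstream of the start site. The region at Dbp (chromosome 7, 45703864 to 45708695) held 2, and that at Nr1d2 (chromosome 14, 18237444 to 18239643) held 3. The region at Per2 (chromosome 1, 91457900 to 91460335), which ranked 3 or 4 in every library, held no CACGTG. It held 1 copy of the variant CACGTT, read as AACGTG on the forward strand at 91459314 to 91459319, 10 bp downstream of the start site, within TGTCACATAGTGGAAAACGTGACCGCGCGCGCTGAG (91459299 to 91459334). The variant was looked for after the canonical motif was found missing.

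**Figure D5:**
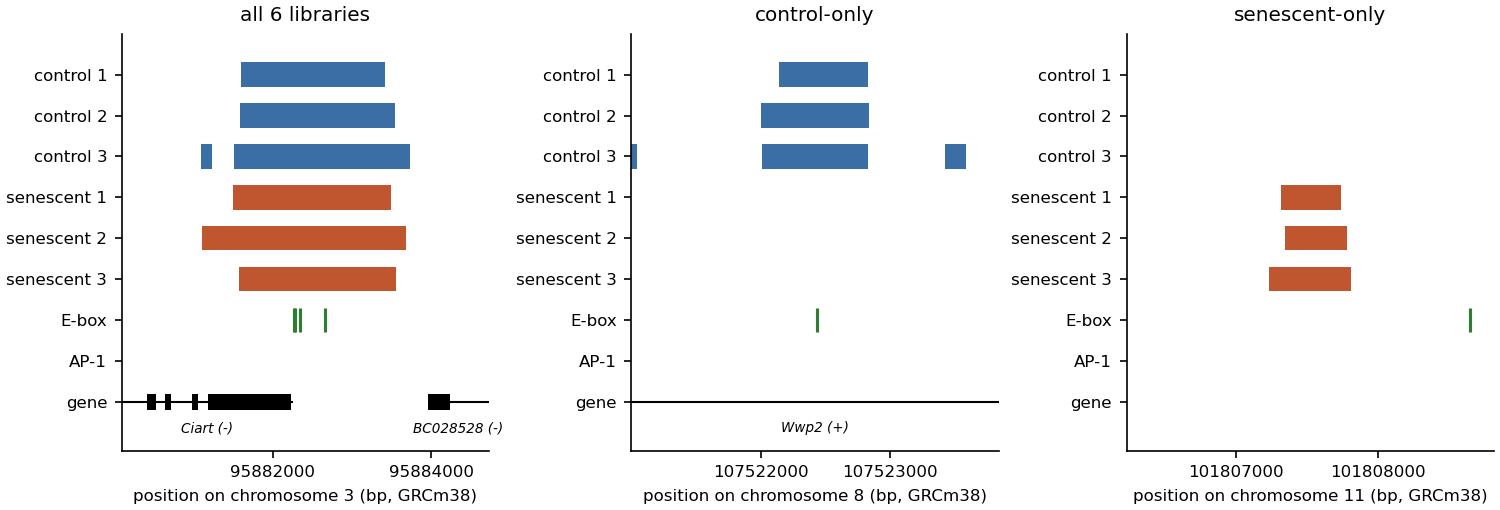
Peaks of the 6 libraries (blue, control; orange, senescent), E-box and AP-1 motifs (green) and protein-coding genes (black, thick where exonic) at the best-ranked region of each set, by position in bp on GRCm38. The Ciart region was called in all 6 libraries, the region in an intron of Wwp2 in the 3 control libraries and the region upstream of Etv4 in the 3 senescent libraries.

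Among 14 core clock and clock output genes fixed before the data were examined, 13 had a peak nearest to their start site in all 6 libraries. In comparison, 9.30% to 26.4% of the 21924 annotated protein-coding genes had a peak in a given library. The exception was Bmal1 itself (annotated as Arntl, ENSMUSG00000055116), with a peak in 1 control and 2 senescent libraries, the best at rank 1838. Clock genes did not separate the groups under this measure, and a difference in the amount of binding at them could not be assessed without reads.

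Group-specific regions were weaker. The best-ranked senescent-only region lay on chromosome 11, 101807233 to 101807812, in intergenic sequence 22194 bp upstream of Etv4, at ranks 158, 187.5 and 230 of senescent replicates 1, 2 and 3 (tied scores share a mean rank). It was followed by regions in introns of Gm11077 (chromosome 6, 140750167 to 140750884, with an AP-1 motif), Tusc3 (chromosome 8, 39152858 to 39153308, with an E-box) and Cpeb1 (chromosome 7, 81453498 to 81454824), and by an intergenic region 41393 bp upstream of Lpin2 (chromosome 17, 71141881 to 71142508). The best-ranked control-only region lay in an intron of Wwp2 (chromosome 8, 107522003 to 107522834) at ranks 64, 222.5 and 130 of control replicates 1, 2 and 3, and had an E-box at 107522437 to 107522442. It was followed by an intergenic region on chromosome 16 (93368940 to 93369924) nearest to Setd4, introns of Jarid2 (chromosome 13, 44869552 to 44869734) and Gphn (chromosome 12, 78350914 to 78351067), and an intergenic region nearest to Gm8797 (chromosome 3, 5860536 to 5860742). The Gphn region was called in 2 control libraries and the other 9 in all 3 libraries of their group. The centre of the Cpeb1 region lay 514 bp downstream of a start site, and the other 9 lay more than 1000 bp from one.

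The study named genes that gained or lost BMAL1 binding in senescent cells. Since these genes were chosen on the same libraries, their counts are not independent evidence. Of 6 genes named for higher binding, Kdm6b (ENSMUSG00000018476), Smad3 and Gdnf had a nearest peak in all 6 libraries. Kdm6b in addition had a region called in 3 senescent and 0 control libraries (chromosome 11, 69443328 to 69443687), 29796 bp upstream of its start site in an intron of Dnah2, with 1 E-box and 1 AP-1 motif. Lif had a peak in 3 senescent and 1 control libraries, Sall1 in 2 senescent and 0 control, and Nr5a2 in 1 of each. The Lif region shared by the 3 senescent libraries had an AP-1 motif and lay 41736 bp downstream of the start site (chromosome 11, 4308639 to 4309050). The Sall1 region was 619840 bp upstream (chromosome 8, 89663915 to 89664099). With equal peak numbers Lif was left with 1 senescent library and Sall1 with 0. With peaks assigned by position in the gene or up to 10000 bp upstream, neither Lif nor Sall1 had a peak in any library. Under that rule Smad3 had a peak in 1 control and 2 senescent libraries, and Nr5a2 in 0 control and 1 senescent. Of 6 genes named for lower binding, Col11a1 (ENSMUSG00000027966) had 1, 2 and 17 peaks in control replicates 1, 2 and 3 and 0 in each senescent library, and it kept this separation of 3 against 0 libraries at equal peak numbers. One of its regions, called in 2 control libraries, was centred 115 bp upstream of the start site (chromosome 3, 114030293 to 114030556). Col9a1 had 7 peaks in control replicate 3 and 0 in the other 5 libraries. Runx2 and Bmpr1b had a peak in all 6 libraries, and Col2a1 in 2 of each group, though not in the same regions. A Col2a1 region on chromosome 15 (97997647 to 97997971) was called in 2 control and 0 senescent libraries. Another (98003333 to 98003685) was called in 0 control and 2 senescent libraries. The numbers of libraries per gene depended on how peaks were assigned and on the length of the lists. When peaks were assigned by position in the gene or up to 10000 bp upstream of it, Bmpr1b had a peak in 3 control and 0 senescent libraries, with a region in its intron called in the 3 control libraries (chromosome 3, 142063423 to 142063901), whereas Runx2 had one in 1 control and 3 senescent libraries. With equal peak numbers Bmpr1b had a peak in 1 control and 2 senescent libraries and Runx2 in 2 control and 0 senescent libraries. Hmx1 had 0 peaks in every library. The paper names HMX1 apart from the other genes, as a target higher in control cells in both data types. The figure it cites for this shows motifs. If a motif was meant, peaks at the Hmx1 gene do not bear on it.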

Values the study reported

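The study reported 605 regions differentially bound by BMAL1 between control and senescent cells, at a log fold change beyond 2 in either direction and P < 0.05. It used 3 replicates of each group for BMAL1-ChIP-seq.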

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

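Alternatives for the RUNX motif and for named genes, and the tests in distal regions only, were chosen after the data were seen, and all other alternatives before. The 9 results fixed in advance were recomputed in 106 alternative settings. In 89 of these the result stayed within the spread between replicates, within 1.5 times the count, or on the same side of the threshold with the same direction, in 14 it moved further, and in 3 its direction reversed.

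All reversals concerned the number of peaks per library. The difference between senescent and control means was 778 peaks, and it was -616 without control replicate 1, -338 without control replicate 2 and -945 without senescent replicate 2. Across the 6 fits that each left out one library it ranged from -945 to 3288. The cause lies in the makeup of the lists, since each group had 1 list far longer than the others. No statement about more or fewer peaks in senescence can rest on it.

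The counts of group-specific regions also moved. Senescent-only regions numbered 1588 with all peaks, 793 among peaks above each median score, 832 at equal peak numbers and 628 when called in all 3 senescent libraries. Control-only regions numbered 986, and 442 and 265 above the median score and in all 3 control libraries. Fewer peaks or a stricter rule give fewer regions by construction. Leaving out one library gave from 724 to 2653 senescent-only and from 293 to 1328 control-only regions, the extremes being without senescent replicate 2 and without control replicate 3, and 526 control-only regions were left without control replicate 2. Control-only regions outnumbered senescent-only regions without senescent replicate 2 (1328 against 724) and without senescent replicate 3 (1055 against 975). They did not without senescent replicate 1 (1021 against 1166). Leaving out a library lowers the count of its own group and raises the other by construction, since the rule of 2 libraries stayed the same. These fits therefore cannot decide which group had more regions of its own. The Jaccard difference of 0.103 ranged from 0.0691 to 0.158 across the fits without one library and was 0.157 at equal peak numbers.

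The AP-1 share differed by 3.79 percentage points, and by 3.21 points among peaks above the median score, 2.88 at equal peak numbers, 2.79 within 50 bp of the centre and 5.21 anywhere in the peak. Smaller windows hold fewer motifs by construction, and the shorter lists lack the low-ranked peaks in which AP-1 was more frequent. Without one library it ranged from 3.59 to 3.96. The E-box difference of 9.39 points ranged from 4.80 to 13.9 without one library and was 16.1 at equal peak numbers, and the promoter difference of 9.65 points ranged from 8.02 to 10.6 without one library. The odds ratio of AP-1 between region sets ranged from 1.53 to 2.32 over its 14 alternatives (Fisher's exact p from 1.4e-13 to 0.0044), and that of the E-box from 3.57 to 9.88 (Fisher's exact p from 4.3e-90 to 1.4e-15). For the 26 named genes, the difference between groups in the number of libraries with a peak was the same in 39 alternatives and moved in 13, and the cause of each move was not tested. In 4 of the 39 (Gdnf in both alternatives, Nr5a2 and Bmal1 at equal peak numbers) the numbers of libraries themselves were lower.

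Replicate numbers did not pair the libraries. The correlation of deviations from the group means between libraries of the same number was -0.122, 0.142 and 0.113 with all peaks, and 0.0115, -0.00572 and -0.0146 at equal peak numbers. With the replicate number as a block the differences were by construction the same (778 peaks, 9.39 points for the E-box, 3.79 points for AP-1 and 9.65 points for promoters), and the exact sign-flip p was 0.75, 0.5, 0.25 and 0.25, where 0.25 is the smallest that 8 sign flips allow. Of the 4 splits that part every pair of the same number, 1 (the real one) gave as many senescent-only regions, 3 gave as many control-only regions and 1 gave as large a Jaccard difference, and no share of 4 splits can be below 0.25. With or without the block no test of a value per library could pass 0.05, so the block says nothing about how stable these differences are.

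Depth limits all of these results. Without reads it is not known whether a region called in one group only was unbound or just under the threshold in the other, and the 9366 regions called in 1 library show how often calls differed between replicates.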

Other observations

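The splits for senescent-only regions, control-only regions and overlap with all peaks were fixed before the data were examined. The AP-1 odds ratio in distal regions and the Jaccard index of control replicate 3 with senescent replicate 2 at equal peak numbers were chosen after the data were examined but before their own values were seen. The AP-1 and E-box shares at equal peak numbers were alternatives fixed before the data were examined, but were taken up as tests of peak number only after these values were seen. The other tests below were chosen only after the result was seen.

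The number of regions called in at least 2 libraries of one group and in none of the other was 2574 here. That is higher than the value quoted from the study above. The measures differ, as occupancy counts a region called in 2 libraries whatever its height, while a read-based test asks for a large and significant change in reads. Of the 10 splits of the 6 libraries, 1 gave as many regions on both sides summed (the real one), but 3 gave a side with as many as the 1588 senescent-only regions and 5 a side with as many as the 986 control-only regions. In every other split that reached these counts, the side with the large set held both long lists, those of control replicate 3 and senescent replicate 2. With lists of equal length 1 split, the real one, gave as many as 832 senescent-only regions and 1 as many as 750 control-only regions. The Jaccard difference between pairs within and between groups was reached by 1 split, again the real one. With 10 splits a share under 0.05 cannot be had, so these counts cannot exclude that the grouping arose by chance.

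With all peaks, control replicate 3 resembled senescent replicate 2 more than the other control libraries, which would fit an exchanged sample or an effect of peak number, these being the longest lists. At equal peak numbers the Jaccard index of this pair was 0.288, while control replicate 3 had 0.394 and 0.404 with the other control libraries. This is consistent with peak number as the source of the resemblance. With lists of equal length no library was out of place.

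AP-1 motifs were more frequent in senescent peaks (16.7% against 12.9%), and the tests argue against 3 technical explanations as the whole cause. Peak number: at equal peak numbers the difference was still 2.88 percentage points without overlap of the groups. Promoter mix: AP-1 is rare at promoters, and senescent lists had more promoter peaks, so this works against the difference, which was 6.46 points among distal peaks at equal peak numbers. Among distal regions the odds ratio was 2.28 (30.3% of senescent-only against 16.0% of control-only regions, Fisher's exact test, p = 1.4e-13). Base composition of the surroundings: the flanks differed by 0.132 points and the rearranged motifs by at most 0.36, in the opposite direction, although the median GC content of peaks was 54.7% ± 0.76 in senescent and 49.8% ± 0.76 in control libraries (SD, n = 3). Better enrichment of the senescent ChIP stays open. In 6 of 6 libraries AP-1 was less frequent in the 500 best-scoring peaks than in the rest (differences of -2.52 to -7.25 points), so more strong peaks alone would lower the share. Fewer motif-free peaks would raise it, and with it other motifs enriched over the flanks, while RUNX was lower. RUNX was, however, more frequent in regions called in 1 library (4.60%) than in those called in all 6 (2.62%). Fewer weak peaks could thus lower RUNX, so it does not decide between these forms. Without reads a mixture, or a separate cause for RUNX, cannot be excluded. Of the splits of the libraries, 1 of 10 gave an AP-1 odds ratio between region sets as far from 1 with all peaks, the real one, and 2 of 10 at equal peak numbers (1.91 for the real split). The other split set control replicate 1 and senescent replicates 1 and 3 against the rest and gave 2.63. Tagmentation favours open chromatin, and whether AP-1 sites were more accessible in senescent cells was not tested, since input libraries were not analysed here. A change in BMAL1 binding in senescence remains a hypothesis beside these.

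E-boxes showed the same pattern in lists of equal length. The share was 16.1 points higher in senescent libraries at equal peak numbers, and among distal peaks 19.1 points higher, which argues against peak number and promoter mix. The rearranged E-box ACCGGT differed by 0.573 points (1.84% against 1.26%), but it is too rare to change by as many points as the E-box. With all peaks its share was 1.69 times that of its flanks in control and 2.26 times in senescent libraries. For the E-box these were 9.87 and 13.1 times. The rearranged motif therefore cannot exclude base composition of the peaks. Better enrichment of the senescent ChIP could not be excluded: in 6 of 6 libraries the E-box share was higher in the 500 best-scoring peaks than in the rest, so a list with a larger part of strong sites would have more E-boxes at any fixed length. Of the 10 splits, 3 gave an E-box odds ratio as far from 1 as the real one with all peaks and 2 at equal peak numbers. Over all peaks ETS (1.46% against 0.849%), CRE (1.77% against 1.48%) and the other E-box CAGCTG (12.8% against 10.7%) were also higher in senescent lists. So was the rare NFI motif (0.0292% against 0.00629%), and the groups overlapped for none of these. Fewer background peaks could give this. At equal peak numbers ETS, CRE and CAGCTG stayed higher without overlap, whereas NFI was 0.0119% in both groups. With all peaks the groups overlapped for NF-Y, CTCF, GRE and TEAD (5.53% against 6.16% for TEAD, exact two-sided permutation test, p = 0.2). At equal peak numbers TEAD was lower in senescent libraries without overlap (4.89% against 5.93%, exact two-sided permutation test, p = 0.1). With all peaks RUNX (3.27% against 5.48%) was lower without overlap although it was enriched over the flanks. This would go against fewer background peaks as the only difference if such peaks lacked RUNX. Regions called in 1 library, however, had RUNX more often (4.60%) than those called in all 6 (2.62%). TEAD, also enriched over the flanks, was likewise found in 6.06% and 5.33% of these regions. Neither motif can therefore decide on fewer background peaks. By western blot, the paper reports a larger rise of BMAL1 protein after synchronization in senescent than in control cells. It chose the collection time to match the highest BMAL1 protein. More BMAL1 protein, or a different clock phase at the single collection time, could thus be biological forms of better enrichment. Peak lists measure neither, so biological and technical forms of better enrichment cannot be told apart for the E-box here.

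AP-1 peaks ranked below E-box peaks in every library, which irreproducible weak peaks among them might explain. Across regions called in 1, 2, 3, 4, 5 and 6 libraries the AP-1 share was 16.9%, 17.1%, 18.5%, 16.1%, 11.4% and 10.3%, while the E-box share rose from 9.27% to 44.6%, so regions with AP-1 were less often called in many libraries than regions with an E-box. If this alone set the ranks, both would rank alike among regions called in all 6 libraries. There the median of the mean rank was 25.9% of the list for 68 regions with AP-1 and no E-box, 16.2% for 447 regions with an E-box and no AP-1 and 22.5% for 545 regions with neither. The difference of 9.67 percentage points between AP-1 and E-box regions (permutation test over regions, two-sided, p = 0.00039, with regions not being replicates) argues against irreproducible weak peaks as the whole cause, but they may account for part of it. Indirect or transient contact with open enhancers was not tested.

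The RUNX motif was lower in senescent libraries. The difference was -2.60 points at equal peak numbers and -3.30 points among distal peaks, with no overlap of the groups in either, which argues against peak number and promoter mix. Fewer background peaks would raise the share only if such peaks lacked the motif. RUNX was found in 4.60% of regions called in 1 library and in 2.62% of those called in all 6. Among peaks above the median score its share was 4.68% in control and 2.68% in senescent libraries, below the 5.48% and 3.27% of all peaks. Fewer weak peaks could therefore account for part of the lower share. Other forms of better enrichment were not tested for this motif. RUNX was chosen from the panel for its difference, so a loss of BMAL1 from RUNX-marked enhancers is a hypothesis only.

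Peaks covered far more of the mitochondrial genome in control libraries: 71.9%, 71.2% and 72.3% of its 16299 bp in control replicates 1, 2 and 3 against 2.02%, 43.5% and 3.35% in senescent replicates 1, 2 and 3 (exact two-sided permutation test, p = 0.1, n = 3 per group). Peak number is argued against, as the control library with the fewest peaks covered 71.9%, more than every senescent library. The best mitochondrial peak ranked 4, 9 and 10 in the control lists and 74, 118 and 197 in the senescent lists. More mitochondrial reads in the control libraries may account for this, with a best rank of 4 among the strongest peaks of its list, but the share of reads is not in peak lists and no test of it was possible. Leftover mitochondrial DNA is a common target of transposase, and a difference in mitochondrial content between the cells was not tested.

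Within the mitochondrial genome, no control library had a peak from 6495 to 10938, a stretch of 4444 bp. All of it (100%) lay inside a 4654-bp copy on chromosome 1 (24611535 to 24616188, GRCm38) with 99.936% identity, whereas 4.90% of the covered part lay in nuclear copies. This is consistent with reads of that stretch having been left out because they do not map uniquely, the near-identical nuclear copy being the explanation tested. The gap may thus be a trace of the mapping filter, and no biological explanation was tested.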
